A study of Homo sapiens with 10 samples.

How the data were processed

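RNA sequencing of the human neuroblastoma line SH-SY5Y was analysed in 10 libraries of 4 groups. SH-SY5Y is an established, catecholamine-producing line that is widely used as a neuron-like cell model. In the knockdown experiment, 3 libraries came from cells given a pool of small interfering RNAs (siRNA) against TDP-43 and 3 from cells given a control pool, both at 50 nM for 96 hours. In the genotype experiment, 2 libraries came from cells homozygous for TDP-43 N352S and 2 from cells with wild-type TDP-43, made by genome editing per the labels. TDP-43, encoded by TARDBP, is an RNA-binding protein of the nucleus that is depleted from it in amyotrophic lateral sclerosis (ALS). The labels call the libraries of a group biological replicates without naming separate cultures or clones, so p-values measure the spread between these libraries.

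The deposited table holds TPM (transcript abundance scaled to a fixed total per library) for 58174 genes, with 2 decimals. Reads were processed with STAR and RSEM on hg38, per the submitters' processing notes, and the versions and the gene annotation are not given in the sources used here. RNA was extracted with Trizol and libraries were made with a TruSeq RNA kit, per the labels' protocols. TPM sum to the same total in each library (999999 to 1000000 here) and keep no depth, so the depth of each library is unknown, and no counting interval or detection floor can be given. Because TPM are shares, a rise of abundant transcripts lowers the values of all others. Strand-specific counting is not stated, so reads of overlapping genes on opposite strands may not be separated, and transcripts of near-identical genes such as HSPA1A and HSPA1B are uncertain.

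Gene positions and types came from GENCODE release 29, built on the same assembly, which holds 57836 of the 58174 gene identifiers (99.4%). Genes with a mean of at least 1 TPM over the 10 libraries were tested (17118 genes, 12753 of them protein-coding). Values were analysed as log2(TPM + 1), so fold changes given as log2 are on the log2(TPM + 1) scale and understate the change of low genes. Group means of all 4 groups were fitted together in limma 3.58.1 (R 4.3.3) with a mean-variance trend, which leaves 6 residual degrees of freedom and assumes that the pairs of genotype libraries vary like the siRNA libraries. Contrasts were siTDP-43 minus siControl, N352S minus wild type, and the difference between those effects. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Values after ± are SDs over the libraries of a group, and SEs of the fit after log2 fold changes.

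A total of 21 gene lists was fixed before the data were examined, and the 19 with at least 5 tested members were tested with camera at a preset inter-gene correlation of 0.01. Camera with an estimated correlation and fry were run beside it. Members were also adjusted over the list alone. The tenth of tested genes with the longest genomic span was tested the same way. Named genes are TARDBP and STMN2, the 8 highest and 8 lowest log2 fold changes per comparison among called protein-coding genes with at least 5 TPM in a group and no overlap between groups, up to 3 members per list with the smallest adjusted p, and the stathmin family. STMN2 was chosen by the study on these samples and is on no list. Where a gene is named outside this rule, its choice after its values were seen is stated. The values of some genes that the rule takes are not reported here.

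The fit was tested on simulated data for 17118 genes. In the simulated knockdown comparison it called 88.1% of genes changed by 1.5-fold and 95.5% of those changed by 2-fold, and 6.1% of its calls were unchanged genes. In the simulated N352S comparison it called 77.6% and 95.5%, and 5.7% of its calls were unchanged genes. Each simulated comparison changed 200 genes, 67 of them by 1.5-fold and 67 by 2-fold. The rates describe those genes, and a change of as many genes as were called in the data was not simulated.

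The titles number the siRNA libraries 1 to 3 in both groups. Deviations from the group means correlated at 0.34, 0.14 and 0.20 between libraries with the same number, all above 0.1, so the numbers were taken to pair the samples, and a fit with the replicate number as a block was run. The genotype libraries carry different numbers and could not be paired. The alternatives were pseudocounts of 0.1 and 5, no filter and a minimum of 5 TPM, median-of-ratios scaling, quantile normalization, removal of mitochondrially encoded genes with rescaling, a fit of only the groups compared, eBayes with robust settings or without a trend, array weights, the block, stricter thresholds (1.5-fold or adjusted p under 0.01), and removal of each library in turn. Figures were drawn with matplotlib 3.10.9.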

Results

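Expression of 17118 genes was compared between TDP-43-depleted and control SH-SY5Y cells (3 libraries each) and between TDP-43 N352S and wild-type cells (2 libraries each). Between 16711 and 17398 genes reached 1 TPM in a library, and replicate libraries of a group correlated at 0.977 to 0.99 across genes. The largest principal component, with 46.7% of the variance, separated the siRNA libraries from the genotype libraries, and the comparisons were made within each experiment. The depth of the libraries is unknown.

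The first comparison asked how loss of TDP-43 changes the transcriptome. TARDBP (ENSG00000120948, chromosome 1, 11012344 to 11026420, plus strand), the siRNA target, fell from 255.8 ± 0.43 TPM in siControl (n = 3) to 64.35 ± 2.91 TPM in siTDP-43 libraries (n = 3), which left 25.2% of its level. STMN2 (ENSG00000104435, chromosome 8, 79610814 to 79666175, plus strand), which encodes the microtubule regulator stathmin-2 of growing axons and was chosen by the study on these samples, fell from 750.1 ± 82.9 to 100.3 ± 5.28 TPM, to 13.4% of control. On the log2 scale these changes were -1.98 ± 0.04 (SE; limma adjusted p = 3.8e-08) for TARDBP and -2.89 ± 0.07 (adjusted p = 1.2e-07) for STMN2, lower in 3 of 3 siTDP-43 libraries than in any control. STMN2 had the most negative change among the 8 lowest named genes. Of its relatives, STMN4 fell from 39.97 to 22.18 TPM (log2 -0.82), STMN3 rose from 159.7 to 197.8 TPM (log2 0.31), and STMN1, at 1689 and 1548 TPM, was not called (adjusted p = 0.32).

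**Figure D1:**
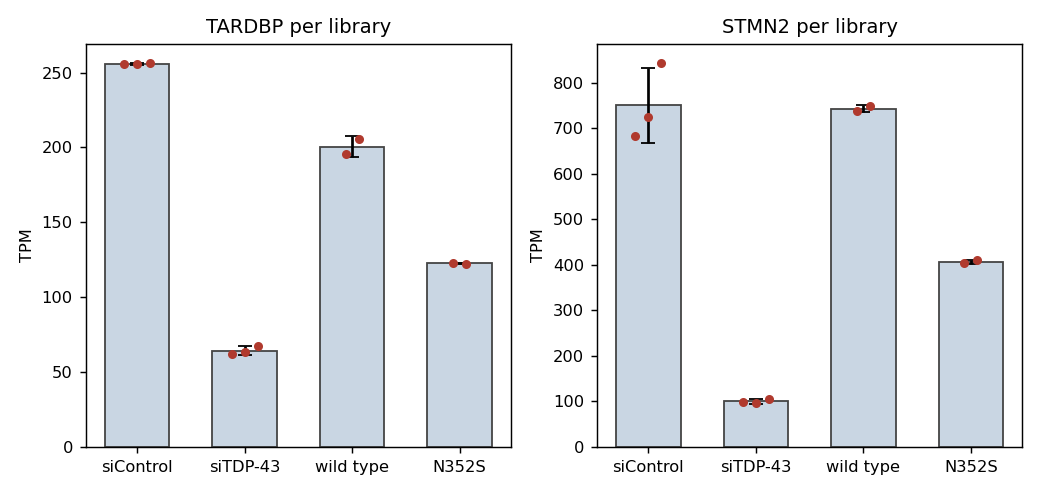
TPM of TARDBP (left) and STMN2 (right) in each library (points), with group means (bars) and SDs (error bars), for 3 siControl, 3 siTDP-43, 2 wild-type and 2 N352S libraries. STMN2 averaged 750.1 TPM in siControl, 100.3 in siTDP-43, 742.7 in wild-type and 406.2 in N352S libraries.

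Other strongly lower transcripts encoded the zinc finger protein ZNF853 (28.17 to 6.23 TPM), the mitochondrial ATP-Mg/phosphate carrier SLC25A24 (53.82 to 16.73), the urea cycle enzyme ASS1 (7.09 to 1.82), the neuronal RNA-binding protein ELAVL3 (103.1 to 34.7) and the glycolytic enzyme PFKP (82.59 to 29.09). AC005943.2 fell from 11.8 to 3.41 ± 3.03 TPM (adjusted p = 0.04), a call lost in 16 of 23 alternatives. The largest rise was that of KIAA1324, from 0.467 ± 0.12 to 26.15 ± 0.76 TPM (log2 4.21 ± 0.09). C1orf194 rose from 0.137 to 6.31 TPM, CFP, which encodes the complement factor properdin, from 0.61 to 5.1, and CTD-2574D22.6, listed at 0 in all siControl libraries, reached 5.8 TPM. Among more abundant transcripts, the cell surface proteoglycan GPC3 rose from 21.32 to 76.57 TPM, the melanocortin receptor MC1R from 5.79 to 20.84, the major vault protein MVP from 8.78 to 29.67 and the neurotrophic factor receptor GFRA3 from 14.68 to 43.65. CTD-2574D22.6 overlaps MVP on the same strand of chromosome 16, and C1orf194 overlaps the start of KIAA1324 on the opposite strand. Whether the rises of these overlapping genes share reads was not tested.

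Among genes reported elsewhere to include cryptic exons when TDP-43 is lost, 13 of 22 tested fell and none rose, with ELAVL3 (log2 -1.54), PFKP (-1.47) and RANBP1 (-0.88) most certain, and 15 fell and 1 rose when adjusted over the list alone. The list passed camera (adjusted p = 4.1e-05; 0.22 with an estimated correlation as adjusted p). Of 32 cell cycle genes, 19 fell and none rose (20 and 1 adjusted over the list alone), including MKI67 (101.1 to 75.38 TPM) and CCNB1 (240.2 to 177.1), with camera adjusted p = 4.1e-05 and adjusted p = 0.22 with an estimated correlation. Of 20 cholesterol synthesis genes, 12 fell and 1 rose (14 and 1 adjusted over the list alone), including FDPS (259.7 to 198.5 TPM), with camera adjusted p = 0.0033 and adjusted p = 0.4 with an estimated correlation. Of 30 hnRNP genes, relatives of TDP-43 in RNA processing, 15 fell and none rose (17 and none adjusted over the list alone), led by RALY (297.9 to 202.3 TPM), with camera adjusted p = 0.0029 and adjusted p = 0.4 with an estimated correlation. The first 3 of these lists passed camera in all 25 alternatives with the preset correlation. Lists were scored at adjusted p under 0.05 in each alternative. The stricter thresholds for genes (1.5-fold or adjusted p under 0.01) therefore repeated the main list test and could not fail. The hnRNP list passed in 24, with the exception of median-of-ratios scaling (adjusted p = 0.1). Under that scaling 7 hnRNP genes and 5 cholesterol synthesis genes were lower, and without siTDP-43 replicate 3 the counts were 8 and 6. Without siControl replicate 2 or siControl replicate 3, 7 cholesterol synthesis genes were lower, and under quantile normalization 5 were.

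Of 31 axon and microtubule genes, 14 fell and 2 rose (16 and 2 adjusted over the list alone). The kinesin KIF5C fell from 95.94 to 52.31 TPM, the microtubule-associated MAP1B from 132.7 to 80.19 and the growth cone protein GAP43 from 74.23 to 46.72. The list passed camera (adjusted p = 0.016), not with an estimated correlation (adjusted p = 0.4), a minimum of 5 TPM (0.056), median-of-ratios scaling (0.056) or quantile normalization (0.069). Of 36 synapse genes, 12 fell and 5 rose (14 and 6 adjusted over the list alone; camera adjusted p = 0.33). SYN2 fell from 15.47 to 7.01 TPM and ELAVL4 from 229.6 to 125.1.

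Of 26 genes of the unfolded protein and integrated stress response, 12 fell and none rose (12 and 1 adjusted over the list alone), including ATF3 (9.91 to 4.5 TPM) and ASNS (82.83 to 63.92), with camera adjusted p = 0.036 and adjusted p = 0.4 with an estimated correlation. Of 13 heat shock genes, 6 fell and none rose (10 and none adjusted over the list alone), including HSP90AA1 (962.4 to 752.7 TPM), with camera adjusted p = 0.034 and adjusted p = 0.27 with an estimated correlation. The stress response list did not pass in 8 of 25 alternatives (adjusted p up to 0.15) and the heat shock list in 6 (up to 0.24), median-of-ratios scaling and quantile normalization among them, with 2 heat shock genes lower under the former. Without siTDP-43 replicate 3 the adjusted p was 0.053 for the stress response list and 0.056 for the heat shock list, and without siControl replicate 3 it was 0.054 for the former.

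Among the 13 mitochondrially encoded genes, 9 rose, none fell and 4 were not called, with MT-CYB the most certain (5483 to 7549 TPM). Adjusted over the list alone, 10 of these genes rose and none fell. Their list passed camera (adjusted p = 3.5e-08; adjusted p = 0.22 with an estimated correlation), but not under quantile normalization (adjusted p = 0.59). As a sign of RNA quality, mitochondrially encoded genes took 13.33 ± 1.19% of all TPM in siControl and 15.78 ± 0.33% in siTDP-43 libraries. siControl replicate 3 had the lowest share (12%, against 14.3% and 13.7% in the other siControl libraries) and the highest score of its group on principal component 2 (24.2, against 3 and 8.2). Without it, 942 genes were called higher and 2753 lower in the knockdown. Of 52 ribosomal protein genes, 25 rose and none fell (36 and none adjusted over the list alone), including RPS12 (1030 to 1290 TPM), and the median log2 over all 52 was 0.14. Camera gave adjusted p = 1e-16, an estimated correlation adjusted p = 0.22 and quantile normalization adjusted p = 0.069. Fewer mitochondrially encoded and ribosomal protein genes were called higher with no filter on low TPM (3 and 9) and under quantile normalization (2 and 9, with 1 ribosomal protein gene lower), and more ribosomal protein genes under median-of-ratios scaling (39). The counts were 4 and 15 without siTDP-43 replicate 2 and 5 and 13 without siTDP-43 replicate 3, and 5 mitochondrially encoded genes were higher without siTDP-43 replicate 1.

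Of 20 noradrenergic identity genes, 8 rose and 5 fell (8 and 7 adjusted over the list alone), with the transcription factor HAND1 higher (108.7 to 165.6 TPM) and the receptor RET lower (207 to 158.1). Of 17 mesenchymal genes, 7 rose and 3 fell (7 and 4 adjusted over the list alone), with MMP2 higher (194.3 to 372.9 TPM) and NOTCH2 lower (15.66 to 10.03). Both lists passed camera upward (adjusted p = 0.038 and 0.0073), not with an estimated correlation (adjusted p = 0.22 and 0.24), median-of-ratios scaling (adjusted p = 0.05 each) or quantile normalization (adjusted p = 0.12 and 0.064), and the former not in 6 of 25 alternatives. Without siControl replicate 3 or siTDP-43 replicate 3 the noradrenergic list had adjusted p = 0.057 and 0.055, with no filter on low TPM 0.085 and with a mean of at least 5 TPM 0.1. Of 4 Schwann cell markers, 2 fell and none rose (2 and none adjusted over the list alone), PMP22 from 51.94 to 28.92 TPM.

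The remaining lists did not pass camera in the knockdown with the filter used. Of 29 ALS and frontotemporal dementia genes, 12 fell and 2 rose (15 and 2 adjusted over the list alone; camera adjusted p = 0.089), with OPTN lower and GRN higher (126.4 to 170 TPM). Of 38 nuclear-encoded respiratory chain genes, 10 fell and 1 rose (camera adjusted p = 0.13). Of 25 p53 targets, 10 fell and 2 rose (0.86), with DDB2 lower and CDKN1A higher (33.56 to 59.61 TPM). Of 11 interferon response genes, 5 fell and none rose (0.36), including USP18 (5.46 to 1.93 TPM). Of 29 autophagy and lysosome genes 9 fell and 2 rose (0.39), of 16 hypoxia genes 6 fell and 1 rose (0.33), and of 10 replication-dependent histone genes 2 fell, HIST2H4A and HIST2H2BE, and none rose (0.52), with calls lost in 10 and 14 of 23 alternatives. The p53 and histone lists had medians above 0 (0.02 and 0.03) and means below 0 (-0.10 and -0.03). Without siControl replicate 1 the ALS list passed (adjusted p = 0.045), and without siTDP-43 replicate 2 the respiratory chain list did (0.044). With no filter on low TPM, the ALS (adjusted p = 0.0017), respiratory chain (0.001), autophagy (0.024) and synapse (0.028) lists passed downward. Under median-of-ratios scaling and quantile normalization 6 respiratory chain and 5 autophagy genes were lower. Adjusted over the list alone, the counts lower and higher were 10 and 1 for respiratory chain genes, 10 and 3 for p53 targets, 5 and 1 for interferon genes, 9 and 2 for autophagy genes, 6 and 1 for hypoxia genes and 2 and 0 for histones.

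In all, 1059 genes were called higher and 3389 lower in the knockdown, with 58 and 61 changed by at least 2-fold on the log2(TPM + 1) scale. The libraries of the groups did not overlap in 43.6% of tested genes, against 10% by chance. Lower genes made up 76.2% of calls, a share of 51.7% under median-of-ratios scaling (1944 higher, 2077 lower), 51.1% under quantile normalization (1932 and 2015) and 65.8% without mitochondrially encoded genes (1409 and 2707). Without siTDP-43 replicate 3, 669 genes were higher. The 1705 genes with the longest span (at least 145 kb) had a median log2 of -0.096 and the others -0.077, a shift that did not pass camera. Among these long genes 424 (24.9%) were lower and 115 (6.7%) higher, against 19.2% and 6.1% of the others.

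**Figure D2:**
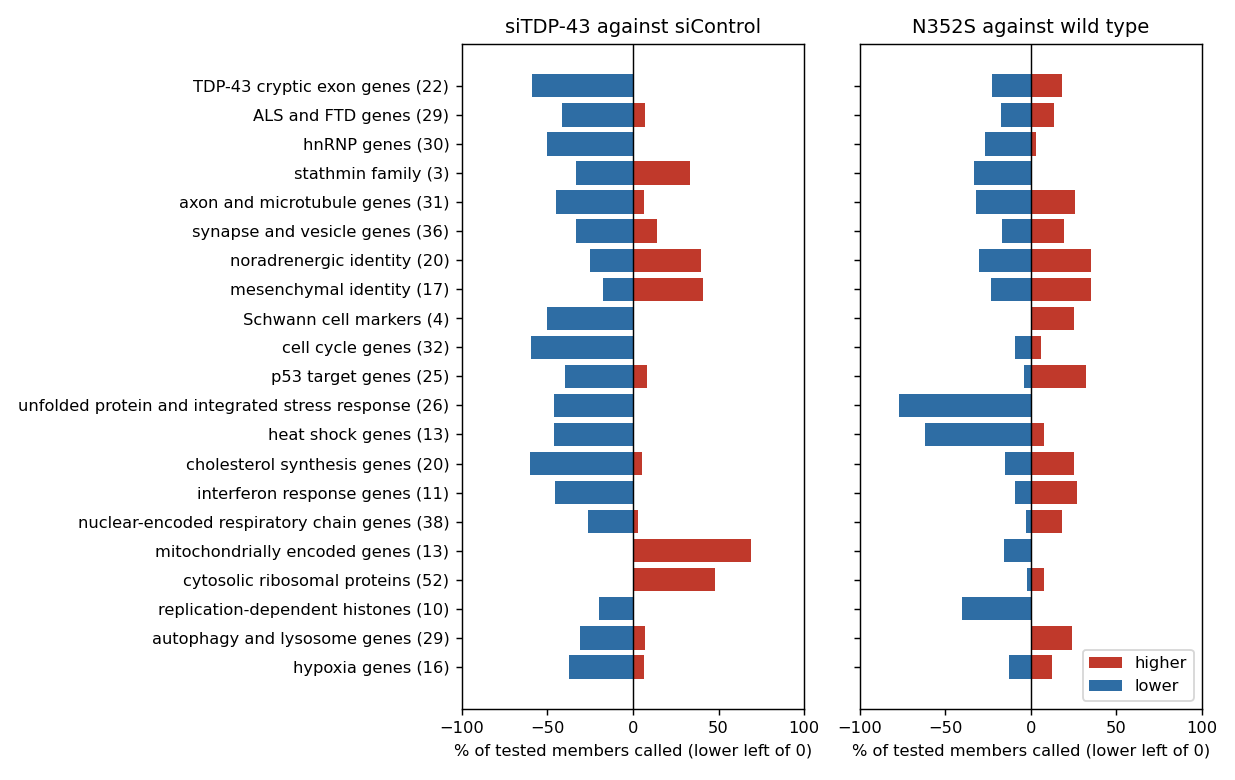
Share of tested members of each gene list (number tested in parentheses) called higher (red, right of 0) or lower (blue, left of 0), in percent, in the knockdown (left) and in N352S cells (right). In the knockdown 13 of 22 cryptic exon genes were lower, and in N352S cells 20 of 26 stress response genes were.

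The second comparison asked what the ALS-linked substitution N352S changes without siRNA. TARDBP fell from 200.5 ± 6.97 TPM in wild-type (n = 2) to 122.6 ± 0.33 TPM in N352S libraries (n = 2; log2 -0.70 ± 0.05, limma adjusted p = 1.9e-05). STMN2 fell from 742.7 ± 7.7 to 406.2 ± 4.73 TPM, to 54.7% of wild type (log2 -0.87 ± 0.09, limma adjusted p = 2e-04), lower in 2 of 2 N352S libraries. STMN3 fell from 179.6 to 157.1 TPM (log2 -0.19 with and without TDP-43 wild type replicate 79, and not called without it), and STMN1 was not called (adjusted p = 0.45). STMN4, at 28.38 and 22.8 TPM (log2 -0.31), was not called either (adjusted p = 0.055), but was in 4 of 23 alternatives, namely a mean of at least 5 TPM, mitochondrial genes left out, and without siControl replicate 1 or siControl replicate 3 (log2 -0.31 in both). Adjusted over the list alone, 2 of the 3 relatives were lower.

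TARDBP lies in a part of chromosome 1 where most genes were lower in N352S cells, a region singled out after its values were seen. Of 102 protein-coding genes tested between the end of the short arm and TARDBP, 92 were called lower, with a median log2 of -0.94. The next 102 protein-coding genes on the inner side of TARDBP had a median of 0.04, with 6 called lower and 17 higher. Named members of the outer region were AGRN (82.38 to 47.95 TPM), KIF1B (44.8 to 20.68), RPL22 (277.9 to 112.7) and ENO1 (975.8 to 477.5). In the knockdown, the tested genes of all types in the outer region, without these 4, had a median of -0.05 (149 genes).

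**Figure D3:**
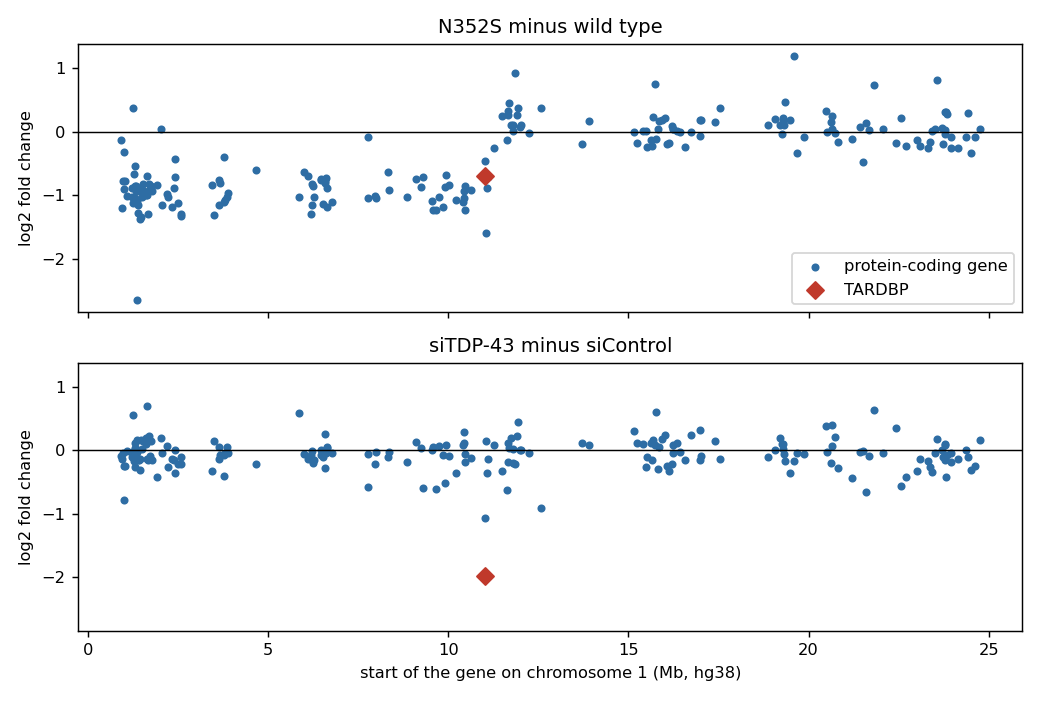
Log2 fold change of protein-coding genes (points) against their start on chromosome 1 (Mb), for N352S minus wild type (top) and siTDP-43 minus siControl (bottom), with TARDBP as a red diamond. In N352S cells the genes before TARDBP had a median of -0.94, and the bottom panel shows no such shift.

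The transcripts that nearly disappeared in N352S cells encoded the annexin partner S100A10 (50.72 to 0.78 TPM), the cancer-testis antigen MAGEA10 (32.36 to 0.49), MAB21L2 (40.82 to 1.68), the metalloproteinase inhibitor TIMP1 (24.35 to 1.08), the intermediate filament peripherin PRPH (37.42 to 2.36), butyrylcholinesterase BCHE (14.34 to 0.605), TNFRSF1A (18.34 to 1.37) and the growth factor HGF (9.88 to 0.28). The 8 with the largest rises included MGST1 (0.955 to 21.68 TPM), TNFAIP6 (0.655 to 14.33), IL13RA2 (2.6 to 26.64), the cadherin CDH4 (1.18 to 12.52) and the chemokine receptor CXCR4 (10.88 to 69.67). SERPINA5 (3.16 to 18.38 TPM), PCDHB2 (3.08 to 16.96) and RPL22L1, the paralogue of RPL22 (34.52 to 218.8), completed them. In the knockdown, S100A10 fell by less (91.48 to 54.59 TPM), HGF rose (28.19 to 44.64), and MAGEA10, TIMP1, MGST1 and CXCR4 were not called.

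Of 26 genes of the unfolded protein and integrated stress response, 20 fell in N352S cells and none rose (21 and 1 adjusted over the list alone). The endoplasmic reticulum chaperone HSPA5 fell from 303.7 ± 5.95 to 151.7 ± 0.64 TPM, HSP90B1 from 637 to 441.7 and the folate enzyme MTHFD2 from 336.8 to 226.4. In siControl libraries these genes stood below wild type, at 171.3, 526 and 99.1 TPM. N352S libraries were below siControl for HSPA5 and HSP90B1 and above it for MTHFD2. Whether high wild-type or low N352S values set the difference was not tested. The list passed camera (adjusted p = 3.5e-10; adjusted p = 0.11 with an estimated correlation). Of 13 heat shock genes, 8 fell and 1 rose (8 and 3 adjusted over the list alone), including HSPA8 (911.7 to 625.6 TPM), with camera adjusted p = 0.0086 and adjusted p = 0.48 with an estimated correlation.

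Of 25 p53 targets, 8 rose and 1 fell (10 and 2 adjusted over the list alone), with DDB2 higher (43.02 to 62.56 TPM) and SESN2 lower (28.02 to 16.78), at camera adjusted p = 0.0086 and adjusted p = 0.57 with an estimated correlation. Of 20 cholesterol synthesis genes, 5 rose and 3 fell (8 and 3 adjusted over the list alone), including MVK (31.28 to 59.88 TPM), at 0.0086 and, with an estimated correlation, adjusted p = 0.57. Of 29 autophagy and lysosome genes, 7 rose and none fell (7 and 1 adjusted over the list alone), with CTSB (152.6 to 207.2 TPM) and OPTN (30.04 to 44.6) higher, at 0.0086 and, with an estimated correlation, adjusted p = 0.53. Of 52 ribosomal protein genes, 4 rose and 1, RPL22, fell (3 and 1 adjusted over the list alone), and of 38 nuclear-encoded respiratory chain genes, 7 rose and 1 fell (7 and 1). These lists passed camera at adjusted p = 0.0086 and 0.02. With an estimated correlation they had adjusted p = 0.58 and 0.53, and under quantile normalization 0.71 and 0.088. With no filter on low TPM these lists had 2 genes higher each. Without wild-type replicate 79 their adjusted p was 0.21 and 0.13, and without N352S replicate 82 it was 0.076 and 0.067. Of p53 targets, 3 were higher without wild-type replicate 79 or 80, 4 without N352S replicate 81, 2 without N352S replicate 82 and 5 with no filter on low TPM. Of respiratory chain genes, 0 to 4 were higher without a single genotype or siTDP-43 library, the fewest without wild-type replicate 79.

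Of 30 hnRNP genes, 8 fell and 1 rose (8 and 2 adjusted over the list alone), with SYNCRIP (136.8 to 107.8 TPM) and HNRNPR (276.1 to 230.4) lower. Of 10 histone genes, 4 fell and none rose (4 and none adjusted over the list alone), HIST1H2BK from 27.74 to 11.99 TPM. Both passed camera (adjusted p = 0.034 each; adjusted p = 0.7 and 0.57 with an estimated correlation). The hnRNP call was lost under median-of-ratios scaling (adjusted p = 0.11) and without wild-type replicate 80 (0.069), N352S replicate 81 (0.092) or N352S replicate 82 (0.061), and the histone call without wild-type replicate 80 (0.059) or N352S replicate 81 (0.18). The former did not pass in 6 and the latter in 7 of 25 alternatives. With no filter on low TPM, 3 hnRNP genes were lower. The hnRNP genes lower numbered 3 without wild-type replicate 79 or 80, 2 without N352S replicate 81 or 82, and 5 without siControl replicate 2, siTDP-43 replicate 2 or siTDP-43 replicate 3.

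Of 22 cryptic exon genes, 5 fell and 4 rose in N352S cells (5 and 4 adjusted over the list alone; camera adjusted p = 0.98), with UNC13A lower (34.47 to 23.58 TPM) and PFKP higher (59.11 to 88.66). Axon and microtubule genes moved both ways, with 8 of 31 higher and 10 lower (8 and 13 adjusted over the list alone; 0.36), as did synapse genes, with 7 of 36 higher and 6 lower (7 and 9; 0.67). Axon genes higher numbered 5 without wild-type replicate 80 or N352S replicate 81, and those lower 6 without wild-type replicate 79 or N352S replicate 82. Synapse genes higher numbered 4 without wild-type replicate 79 and 3 without wild-type replicate 80 or N352S replicate 81. Among axon and synapse genes, PRPH and DCX (61.36 to 37 TPM) fell and SYT4 rose (98.41 to 323.3). Noradrenergic genes (7 of 20 higher, 6 lower; 0.56) included SLC6A2 higher (158.2 to 304.6 TPM) and DDC lower (258.3 to 159.8), and mesenchymal genes (6 of 17 higher, 4 lower; 0.45) included VIM higher (361.5 to 687.5) and COL3A1 lower (13.24 to 4.62). Of 32 cell cycle genes 2 rose and 3 fell (0.36), of 29 ALS genes 4 rose and 5 fell (0.88), of 11 interferon genes 3 rose and 1 fell (0.36), of 16 hypoxia genes 2 rose and 2 fell (0.68), of 13 mitochondrially encoded genes none rose and 2 fell (0.12), and of 4 Schwann cell markers 1 rose, PMP22 (47.74 to 59.48 TPM, log2 0.31), a call lost without TDP-43 wild type replicate 79 (log2 0.22), without TDP-43 N352S replicate 82 (log2 0.25) or with only the genotype libraries in the fit (log2 0.31). The mitochondrial list passed downward without siControl replicate 3 (adjusted p = 0.018), without wild-type replicate 80 (0.034), with only the genotype libraries in the fit (0.047) and with the replicate block (0.048). Its genes took 13.97 to 14.75% of TPM in wild-type and 13.57 to 14.11% in N352S libraries. The call of MT-CYB, lower in N352S cells, was lost with no filter on low TPM (log2 -0.35). It was also lost without wild-type replicate 79 or N352S replicate 81 (log2 -0.30 in both). Among interferon genes, the calls of IFI6 and IFI27 (higher) and of IFIT5 (lower) were lost without wild-type replicate 79 (log2 0.32, 0.48 and -0.41). The noradrenergic list had a median of 0.06 and a mean of -0.01, and the mesenchymal list, with camera upward, a median of -0.05. Adjusted over the list alone, the counts higher and lower were 7 and 7 for noradrenergic, 6 and 5 for mesenchymal, 2 and 2 for cell cycle, 5 and 8 for ALS, 3 and 1 for interferon, 2 and 2 for hypoxia, 0 and 2 for mitochondrial genes and 1 and 0 for Schwann cell markers.

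In all, 1417 genes were higher and 2033 lower in N352S cells (58.9% of calls lower; 47.4% under median-of-ratios scaling, with 1846 higher and 1666 lower), with 171 and 220 changed by at least 2-fold. The libraries of the groups did not overlap in 60.1% of tested genes, against 33.3% by chance. With only the genotype libraries in the fit, 901 genes were higher and 990 lower, and without wild-type replicate 79 the counts were 813 and 1019. Without wild-type replicate 80, 1239 were lower, without N352S replicate 82, 1242, and without N352S replicate 81, 918 were higher. Genes of long span had a median log2 of -0.015 and the others -0.036, a shift that did not pass camera either. This shift turned to -0.008 without N352S replicate 81. Of long genes 15.4% were called higher and 15.7% lower, against 7.5% and 11.5% of the others, a difference in shares that was not tested.

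The third comparison set the effects of knockdown and substitution side by side. Across genes, which are not independent replicates, the log2 fold changes had Pearson's r of 0.009 and Spearman's rho of -0.008. A total of 1417 genes was called in both comparisons, 761 in the same direction and 656 in opposite directions. Across these 1417 genes Pearson's r was -0.134. Genes lower in both numbered 595 against 402.5 for independent lists, and genes lower in the knockdown and higher in N352S cells numbered 464 against 280.5. Genes higher in both numbered 166 against 87.7, and those higher in the knockdown and lower in N352S cells 192 against 125.8. STMN2, PRPH and KIF1B were lower in both comparisons and MMP2 and IL13RA2 higher in both. KIF1B lies in the outer region of chromosome 1p, where most genes were lower in N352S cells. SYN2, OPTN, DDB2 and FDPS were lower in the knockdown and higher in N352S cells, and HAND1 and COL3A1 the reverse. Of the 61 genes lower by at least 2-fold in the knockdown, 9 were lower, 17 higher and 35 not called in N352S cells.

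The effects themselves differed for 3766 genes. For STMN2 the knockdown effect was lower than the N352S effect by a log2 of -2.02 ± 0.11 (limma adjusted p = 9.5e-06), and for TARDBP by -1.27 ± 0.06 (adjusted p = 3.6e-06). Without wild-type replicate 79, the effects differed for 2510 genes, and 408 genes were called in the same direction in both comparisons. Without wild-type replicate 80 that shared count was 465, and without N352S replicate 82 it was 493.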

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

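The test that left out abundant genes, the tests on the genes around TARDBP and the share of calls that includes chromosome 2p were chosen only after the results were seen. No test for a library far from its group was run, since groups held 2 or 3 libraries.

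The effects of knockdown and of N352S differed by a test of the difference itself for 3766 genes, among them TARDBP (log2 -1.27) and STMN2 (-2.02). Among gene lists, the difference passed camera downward for cryptic exon genes (median log2 -0.32), cell cycle genes (-0.29), p53 targets (-0.22), cholesterol synthesis genes (-0.36), nuclear-encoded respiratory chain genes (-0.12) and autophagy and lysosome genes (-0.17). It passed upward for the unfolded protein and integrated stress response (0.28), mitochondrially encoded genes (0.37), ribosomal proteins (0.07) and histones (0.27). With an estimated correlation these lists had adjusted p of 0.32 to 0.43.

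TARDBP was lower in N352S cells, together with its neighbours. A candidate explanation is loss of a copy of the end of chromosome 1p: the 149 tested genes between the end of the arm and TARDBP, without TARDBP and the 4 genes first noticed there, had a median log2 of -0.86, against a lowest median of -0.15 in other runs of as many neighbouring genes. The genes around TARDBP argue against a change of TARDBP alone, since 73.8% of the 149 were called lower, and TARDBP itself (-0.70) fell by less than 68.5% of them. An extra copy in the wild-type cells is argued against by wild-type libraries that differed from siControl by only 0.13 in these genes relative to all genes, while N352S libraries differed by -0.68. Silencing of the region without loss of DNA stays open and was not tested, and whether the lower STMN2 in N352S cells follows from the lower TARDBP level, the substitution or neither cannot be read from these groups, which differ in both.

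Between N352S and wild-type cells 3450 genes differed. A changed copy number of the genes themselves is argued against as the source of most of them. Of the calls, 3.3% lay in windows of 50 neighbouring genes shifted by over 0.3, and all 3 such windows lay at the end of 1p. With the 5 windows at the end of 2p, whose medians of 0.15 to 0.24 were under that bound, the share was 5.8%. The window that holds TARDBP had a median of 0.06 and was not counted. Effects of a lost region on genes elsewhere stay open, because windows show only shifts of neighbouring genes. A partial loss of TDP-43 function is argued against as the source of most of the 3450 differences, though not of some. Of genes lower in the knockdown 55.4% were below 0 in N352S cells, where 55.5% of all genes were. Of genes higher in the knockdown 47.9% were above 0, where 44.3% of all genes were. A shift between noradrenergic and mesenchymal states cannot be told apart from none, because neither list passed camera (smaller adjusted p 0.45) and members went both ways. Differences between edited lines that arose apart from the substitution stay open, since the labels name no second N352S line.

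More genes were lower than higher in the knockdown. Short non-coding RNAs and genes of long span are argued against, since lower genes made up 76.9% of protein-coding calls and 70.4% of calls among genes with a span below the median. The 100 most abundant genes took 28.6 to 30.6% of TPM in siControl and 33.4 to 33.8% in siTDP-43 libraries. Lower genes made up 55.1% of calls with those genes left out and 51.7% under median-of-ratios scaling, which decides nothing, because rescaling the remaining genes centres them whatever the cause. A larger share taken by abundant genes and a fall of most other transcripts therefore cannot be told apart, since TPM do not give the total RNA per cell.

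The 6 siRNA libraries make 10 splits, too few for a share under 0.05. Every split but the real one mixes siControl and siTDP-43 libraries in each group. The knockdown effect then adds to the spread within groups, so those splits cannot show how many calls arise by chance. The real split called 1059 genes higher and 3389 lower, against at most 1 in any other split, and 11 lists against at most 6. The absolute size of its long-gene shift, which was downward, was 0.0189, against at most 0.015 in the others. Of the other splits, 3 also part all 3 pairs of replicate numbers and called at most 1 gene and 5 lists, and the rest keep a pair together.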

How the results depend on the processing

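TARDBP and STMN2 kept their direction and their calls under every alternative. Median-of-ratios scaling and quantile normalization called 1944 and 1932 genes higher and 2077 and 2015 lower in the knockdown, where both centre the values. At least 1.5-fold left 182 higher and 475 lower in the knockdown, 506 and 544 in N352S cells, 1788 in the difference and 45 shared calls. An adjusted p under 0.01 left 490 and 1859, 749 and 969, 1925 and 265, both thresholds by construction. Counts moved by over 1.5 times without siTDP-43 replicate 3 (669 higher), wild-type replicate 79 (813 and 1019, 2510 differing, 408 shared), wild-type replicate 80 (1239 lower, 465 shared), N352S replicate 81 (918 higher) and N352S replicate 82 (1242 lower, 493 shared). With only the compared groups fitted, N352S counts were 901 and 990 and shared calls 366, with fewer residual degrees of freedom. The correlation of effects was 0.034 with a pseudocount of 5 and with a 5 TPM minimum; the cause was not tested. Lists called in the knockdown (11) were 14 with no filter, 7 at 5 TPM, 5 and 4 under median-of-ratios and quantile scaling, 7 at adjusted p under 0.01, 17 with fry and 0 with an estimated correlation, which also gave 0 of 9 in N352S cells; the cause was not tested. The long-gene shift in the knockdown (-0.019) passed only with fry, which does not compare it with other genes, and that in N352S cells reversed to -0.008 without a filter; the cause was not tested. Leaving out single libraries gave 669 to 1071 genes higher and 2505 to 3431 lower in the knockdown, 813 to 1554 and 1019 to 2194 in N352S cells, 2510 to 3721 differing, 408 to 698 shared calls, a correlation of -0.035 (siControl replicate 3) to 0.044 (siControl replicate 1), 8 to 12 and 6 to 10 lists, and long-gene shifts of -0.025 to -0.010 and -0.008 (N352S replicate 81) to 0.044, with fewer libraries in the fit; where this left an arm with 1 library, that library was assumed to vary like the other groups. Without the genes of distal 1p, chosen after seeing the data, N352S counts were 1404 and 1892. The replicate block called 1040 higher and 3253 lower in the knockdown, ended the call of HIST2H2BE and brought the mitochondrial list in N352S cells past camera (adjusted p = 0.048), with no other call of a list changed. Of 3521 alternative values of named genes, 3331 kept direction and call, 184 lost the call, 6 gained it and 0 reversed. Depth is unknown and limits low genes most.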

Other observations

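The values on chromosome 2 and on genes beside TARDBP, and the pairing of RPL22 with RPL22L1, were chosen only after they were seen.

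RPL22, on the outer part of chromosome 1p, and its paralogue RPL22L1 moved in opposite directions in N352S cells: RPL22 fell from 277.9 to 112.7 TPM and RPL22L1 rose from 34.52 to 218.8. In the knockdown RPL22 was not called (256.6 and 242.2 TPM) and RPL22L1 rose from 63.66 to 97.4. The tested genes of chromosome 2 from its end to 47.7 Mb (254 genes) had a median log2 of 0.20 in N352S cells, with 78 called higher and 7 lower, and a median of -0.10 in the knockdown. The N352S median changed on chromosome 1 between 11.07 and 11.1 Mb, while SRM (log2 -1.59), EXOSC10 (-0.89) and MTOR (-0.72), inward of TARDBP at 11.01 Mb, were lower.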
